A study of Homo sapiens with 60 samples. Its data were reported in "Temporal dynamic reorganization of 3D chromatin architecture in hormone-induced breast cancer and endocrine resistance" (2019).

How the data were processed

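The series covered MCF7 cells, an estrogen receptor α (ERα)-positive breast cancer cell line, and a tamoxifen-resistant line derived from it (TamR). The labels of all assays call the cells MCF7L, and the parental cells of the maps and peak lists are called MCF7 here, as the study does. MCF7 cells were deprived of hormone for 72 h and collected at 0 h (T0) or after 100 nM 17β-estradiol (E2) for 1 h (T1), 4 h (T4), 16 h (T16) or 24 h (T24). Per the study's methods, TamR cells were kept in phenol-red free medium with charcoal-stripped serum and 100 nM tamoxifen. MCF7 cells were grown in medium with fetal bovine serum before starvation. Comparisons with TamR therefore differ in cell line, drug and culture at once. Tethered chromatin conformation capture (TCC, a form of Hi-C that reads genome-wide contacts between chromatin fragments), ChIP-seq of ERα and CTCF, ChIP-seq of 5 histone marks and RNA-seq were performed. Of the 60 samples, 6 were TCC, 6 were ERα ChIP, 6 were CTCF ChIP and 6 were RNA-seq, of which 3 were MCF7L parental and 3 were MCF7L TamR. The remaining samples were histone ChIP libraries, which entered only through the chromatin state model, and input libraries, which the authors used as controls when calling peaks. Each sample was placed in its group from its own label before the data were examined, and the comparisons, the tests, the gene lists, the rule for named genes and most alternatives were fixed at the same time.

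The TCC maps held 1 value per 100 Kb bin. Per the study's methods, the authors aligned the read pairs iteratively to hg19 with Bowtie2, filtered them with HiCLib, pooled the replicates of a condition and decomposed the corrected contact map. The deposited score of each bin is the first eigenvector of that map, and its squares summed to between 0.998 and 0.999 per map. A value above 0 was read as compartment A (open, active chromatin) and a value below 0 as compartment B (closed, inactive chromatin). Bins with a value of exactly 0 (2392 to 2438 of the 30376 bins per map) were read as masked, a reading made from the values. The last bin ended at the chromosome's GRCh37 length on all 23 chromosomes, so GENCODE annotation lifted to that build was used to name what lies in a region or under a peak. Coordinates are hg19, counted from 1.

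The peak lists gave a position and a score per peak. The authors aligned the reads to hg19 and called peaks with MACS, and the deposited score is the authors' own value for the peak, which MACS defines as −10 times the log10 of its p-value. There was 1 list per factor and condition, and how the replicate ChIP experiments were combined is not given in the sources used here. The lowest score was not the same in all lists: for ERα it was 60 at T0, 30 at T1 and 20 in the other lists, and for CTCF it was 60 at T0, T1 and T24 and 30 at T4, T16 and in TamR. The study states numbers of reads per map and ChIP condition, which were not used here, so the depth of each map and list is not given. An equal score minimum removes the difference in cutoff and does not equalise depth or enrichment between libraries.

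The expression table held 30393 loci. Per the labels and the study's methods, the authors aligned reads with TopHat, assembled transcripts with Cufflinks and compared TamR with parental cells with Cuffdiff. The deposited FPKM is 1 value per cell line over its 3 libraries, the deposited log2 fold change is TamR over parental, and the deposited p-value and q-value are those of Cuffdiff. The columns carry only condition codes, and which is TamR was settled from the values that the study lists under the names of both cell lines, which nearly all equal those of the table. The smallest p-value in the table was 5e-05, shared by many loci. A locus in the table can span several genes: PDZK1 and TXNIP have the same coordinates, as have DSCAM and DSCAM-AS1, so the coordinates printed for such a gene are those of the whole locus. Loci for which Cuffdiff failed (9) or ran no test were left out. A gene was analysed when its locus carried 1 symbol and a test (13608 genes), and a symbol on several loci was represented by the locus of highest summed FPKM. Lists were studied over the 12168 of these genes with an FPKM of at least 1 in either cell line. The table holds no values per library, so no test of its own was run on expression, and no SD or n is given for these values.

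A compartment was a run of consecutive bins of 1 sign, ended by a masked bin. A converted bin had opposite signs in both maps compared. The spread of a share of converted bins was the standard error from leaving out each of the 23 chromosomes in turn (a jackknife), which is not replicate error. A T1 compartment was Common when T0 held a compartment of the same class, start and end, and Transit otherwise. The T1 compartments were then placed in 6 types by the study's rules, from whether T4, T16 and T24 held the same compartment and, where none did, from their converted bins: highly common (HCC), early transit (ETC), late transit (LTC), lowly dynamic (LDC), moderately dynamic (MDC) and highly dynamic (HDC). A T1 compartment counted as altered in TamR when TamR did not hold it and at least 1 of its bins was converted there. Types were compared by two-sided permutation tests with 100000 relabellings of the compartments, and 1e-05 is the smallest p they can give. Intervals of shares are exact 95% binomial intervals and cover counting error only.

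Peaks shared by lists overlapped by at least 1 bp. A peak was assigned to a compartment by its midpoint. The share of ERα peaks in A was set against 1000 circular shifts of the compartment track, and CTCF peaks within 10 Kb of either end of a compartment were set against 1000 shifts of the ends. The ERα shifts left out masked bins, whereas the shifted ends could fall inside them. The median log2 fold change of a gene list was placed among 10000 random lists of the same size matched on expression in 20 groups, and a list was said to stand outside when its median lay beyond the middle 95% of these. For genes in switched bins the random lists were also matched on the MCF7 compartment. Genes were assigned to a bin by the midpoint of their locus, and to an ERα peak when it lay within 20 Kb of the locus. Percentiles describe these libraries and are not p-values, since genes are not replicates. In the chromatin state model, made by the authors with ChromHMM, a mark was counted in a state at an emission probability of at least 0.3.

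Named genes were a fixed panel of 31 genes, the 10 largest rises and 10 largest falls among genes called by the authors with an FPKM above 0 in both lines and at least 5 in either, up to 4 genes with the largest called changes per list, and up to 5 called genes per direction in bins that switched compartment in TamR. Named regions were the 3 longest runs of switched bins per direction, and named peaks were the 3 highest-scoring ERα peaks of each set. Not every gene the rule gives is printed.

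Calculations were run in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The methods were tested on simulated data after the first calculations on the deposited files, not before them. All 500 sign changes planted in the T0 map were found with 0 false ones. The permutation test over 2207 compartments called 5.5% of 200 simulated comparisons without an effect and 100% of those with a shift of 0.3 SD. Of 200 random lists of 20 genes among the 12168, 7% fell outside the middle range without an effect, and 99.5% were above it after a log2 shift of 1. A planted mixture of the T16 and TamR eigenvectors with a TamR share of 0.5 and added noise gave a weight of 0.517. It mixed eigenvectors and not contacts, so it checks the fit alone and not the weight that mixed contacts would give.

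The alternatives covered the width of windows, the tolerance at compartment ends, bridging of masked bins, bins near 0, score minimums, distances, overlap, matching on length, the pseudocount of 1 and the filter on low FPKM. Added after the data were seen were the equal score minimum, switched bins without T24, bins of 1 sign in all 5 MCF7 maps and bridging in the tests between types. T47D cells and a public E2 expression series that the study also used were not analysed here, nor were loops between loci.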

Results

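The data comprised 6 TCC maps, 6 ERα peak lists and 6 CTCF peak lists, with 1 of each for T0, T1, T4, T16, T24 and TamR, a table of expression in TamR against parental cells (MCF7L in the labels), and a model of chromatin states. Since each condition had 1 map and 1 list per factor, differences between conditions have no replicate check, and the spreads given below are over chromosomes, compartments or counts. The numbers of reads behind the maps and lists were not used here.

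The first question was how far E2 changes the division of the genome into compartments A and B. Compartments were small in all 6 maps, with 65.0% to 67.6% shorter than 1 Mb and a median length of 0.5 Mb in the MCF7 maps and 0.4 Mb in TamR. The number of compartments was 2227 at T0, 2207 at T1, 2171 at T4, 2141 at T16, 2096 at T24 and 2273 in TamR. A bins made up 50.1% of valued bins at T1 and between 47.3% and 48.5% in the other maps. Of the 2207 compartments at T1, 701 (31.8%, 95% interval 29.8 to 33.8) had the same class, start and end at T0, and 1506 were Transit. This share rose to 57.8% when ends could differ by 100 Kb and to 80.6% in windows of 1000 Kb.

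At the level of bins, 4.30% (jackknife SE 0.26) were converted between T0 and T1, 3.93% (SE 0.28) between T0 and T4, and 3.69% (SE 0.24) between T0 and T16. The E2 maps also differed from each other, with 4.01% between T1 and T4, 4.08% between T1 and T16 and 3.68% between T4 and T16. T24 stood further away, with 5.37% (SE 0.42) of bins converted from T0 and 5.25% from T16. Regions that differed between T0 and all 4 E2 maps were short: 86 bins went from A to B and 147 from B to A, and the longest runs in either direction spanned 300 Kb. One of these, at 13:94000001–94300000 within GPC6, a heparan sulfate proteoglycan gene, went from A to B, and another, at 18:10800001–11100000 over PIEZO2, a mechanosensitive ion channel gene, went from B to A. When the 20% of bins nearest 0 in either map were left out, 0.0236% of bins were converted at T1, 0.0141% at T4, 0.0187% at T16, 0.0143% at T24 and 0.342% in TamR.

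**Figure D1:**
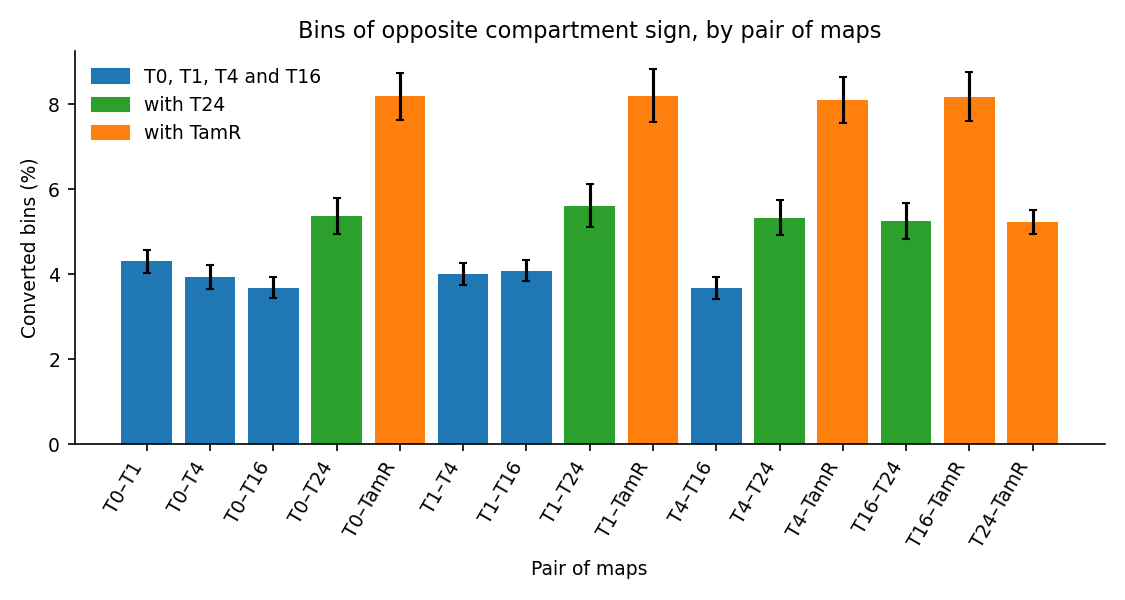
Percent of 100 Kb bins with opposite compartment sign in each of the 15 pairs of maps, with the pairs on the horizontal axis and bars coloured by whether T24 or TamR takes part. Error bars are jackknife standard errors over 23 chromosomes. Pairs among T0, T1, T4 and T16 lie between 3.68% and 4.30%, and the pair of T24 and TamR lies at 5.23%, below the other pairs with TamR.

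Following the T1 compartments through T4, T16 and T24 gave 341 HCC, 238 ETC, 360 LTC, 547 LDC, 230 MDC and 491 HDC. HDC were mostly A (75.6%), whereas MDC and LDC were mostly B, with 31.7% and 34.9% in A. All types start from T1 compartments, and the T1 map had more A bins than the others. From T1 to T4, 833 bins went from A to B and 288 from B to A, and to T16, 814 and 326. How far this imbalance sets the share of A in each type was not tested. The variance of the eigenvector over the 5 MCF7 maps was larger in MDC and HDC than in the other types. A compartment drawn from MDC and HDC had the larger value in 56.2% of pairs (two-sided permutation test over compartments, p = 2e-05). Compartments are not replicates, and the types were defined on the same eigenvectors. With the T1 map left out of the variance, the share was 51.6% (permutation p = 0.234).

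The second question was how compartments differ in TamR cells. Between T0 and TamR, 8.19% (SE 0.56) of bins were converted, 1107 from A to B and 1180 from B to A. Bins that were B in all 5 MCF7 maps and A in TamR numbered 487, and the longest run, at 8:20100001–21100000 (1000 Kb), holds LZTS1, a leucine zipper gene described as a tumor suppressor. Its mean eigenvector, multiplied by 1000, was −6.65 at T0, −6.64 at T16, −1.53 at T24 and 1.23 in TamR. The next runs, of 800 Kb each, were at 2:29500001–30300000 over ALK, a receptor tyrosine kinase gene, and at 14:56900001–57700000 over OTX2, EXOC5 and TMEM260. In the other direction 376 bins were A in all 5 MCF7 maps and B in TamR. The longest of these runs were 700 Kb at 10:20000001–20700000 over MALRD1 and PLXDC2, 400 Kb at 6:55700001–56100000 over BMP5 and COL21A1, and 400 Kb at 8:91600001–92000000 over NECAB1, TMEM64 and C8orf88. T24 lay between the other MCF7 maps and TamR in all 6 of these runs, and T24 and TamR differed in 5.23% of bins. With the T24 map left out, 686 bins were A in the remaining MCF7 maps and B in TamR, and 665 were B and then A. Which direction held more bins therefore depended on T24.

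**Figure D2:**
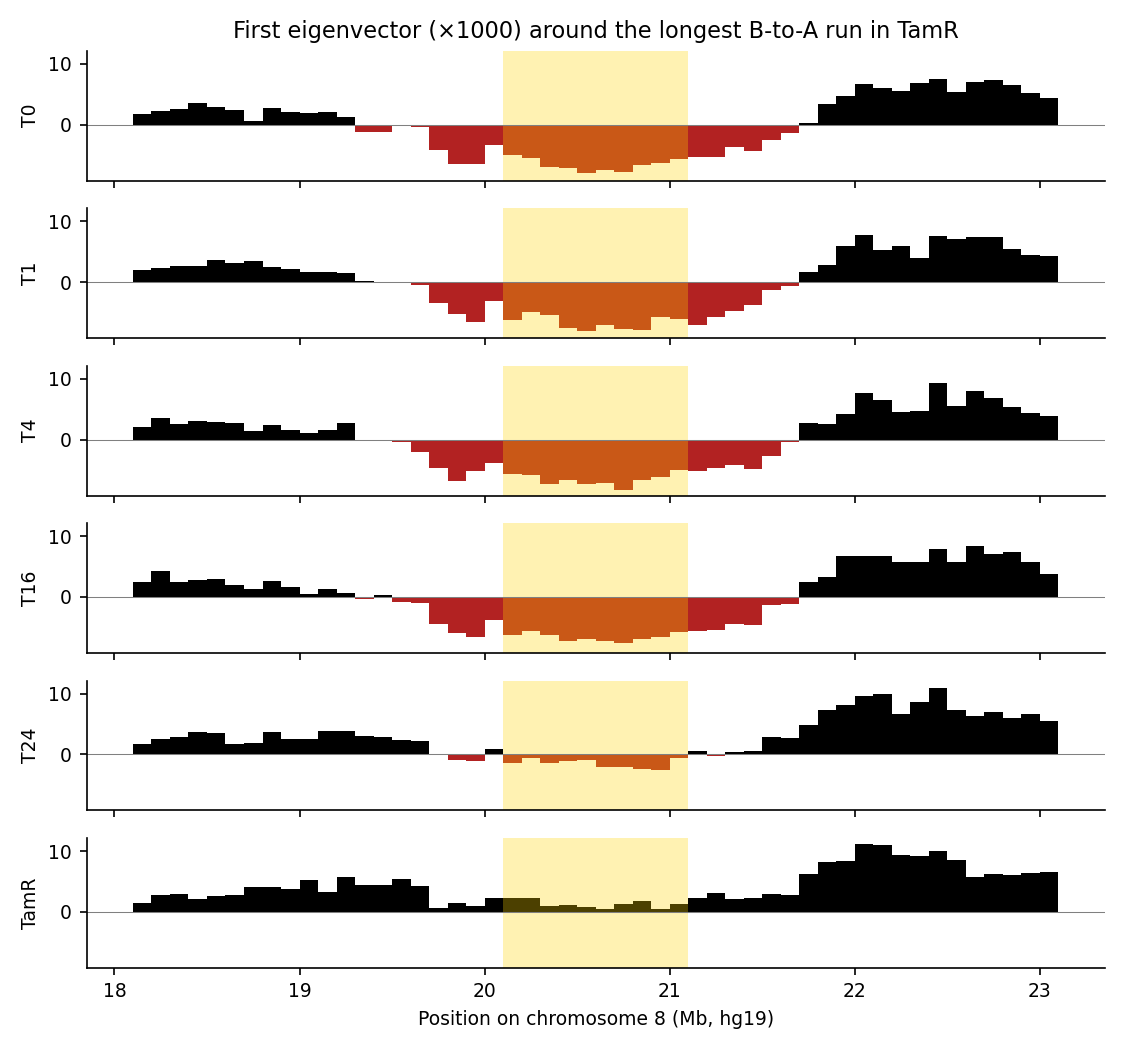
First eigenvector multiplied by 1000 in 100 Kb bins on chromosome 8 (hg19, horizontal axis in Mb) in the 6 maps, with A bins in black, B bins in red and the run from 20100001 to 21100000 shaded. The run is below 0 in the 5 MCF7 maps, close to 0 at T24 (mean −1.53) and above 0 in TamR (mean 1.23).

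Dynamic compartments were altered in TamR more often. Of HDC, 71.1% (66.8 to 75.1) were altered, compared with 52.6% (45.9 to 59.2) of MDC, 46.4% of LTC, 37.8% of LDC, 34.9% of ETC and 22.9% of HCC. MDC and HDC together reached 65.2% and the other types 36.0%, a difference of 29.2 percentage points (two-sided permutation test over compartments, p = 1e-05, the smallest the permutations can give). The types are defined by bins in which T1 differs from other MCF7 maps, and such bins can count again against TamR. Counting only bins with 1 sign in all 5 MCF7 maps, the difference was 0.751 percentage points (permutation p = 0.69), from 20.8% against 20.1% of compartments, while 4.66% against 2.90% of such bins were converted.

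The third question was where ERα binds over the time course and in TamR. The deposited lists held 7553 ERα peaks at T0, 14426 at T1, 14830 at T4, 12882 at T16, 20647 at T24 and 13167 in TamR. The lowest score differed between lists, and at a score of at least 60, the T0 minimum, the order changed: 7553 peaks at T0, 8021 at T1, 3951 at T4, 5184 at T16, 4312 at T24 and 1548 in TamR. Of the T0 peaks, 91.8% (91.1 to 92.4) were also listed at T1 (80.6% at the equal minimum) and 24.4% (23.4 to 25.3) in TamR (13.95% at the equal minimum). Conversely, 48.3% of T1 peaks were listed at T0 (76.0% at the equal minimum), and 13.9% of TamR peaks (67.6% at the equal minimum). These shares move with the lengths of the lists, and at equal list length 21.9% of T0 peaks were listed in TamR and 21.8% of TamR peaks at T0.

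Of the T1 peaks, 1531 overlapped peaks of all 6 lists. The highest-scoring of them was at 6:138903089–138904402, in an intron of NHSL1 (score 3233), followed by intergenic peaks at X:109194788–109196253, nearest to TMEM164, and at 3:107717664–107719208, nearest to CD47. Another 765 were in all 4 E2 lists and in neither T0 nor TamR. Among these, the highest scores were at 6:22399851–22400616, 97179 bp from the start of PRL, at 10:119495904–119496955, nearest to EMX2, and at 10:116138571–116139715, in an intron of AFAP1L2. The T0 list stopped at a score of 60 and the E2 lists at 30 or 20, so absence from T0 can come from the cutoff alone. These sets were not formed at the equal minimum. In TamR, 10311 peaks (78.3%) were in no other list, led by 22:43795432–43796814, which is intergenic and 11079 bp from the start of MPPED1, 14:57944081–57947525 in an intron of CCDC198, and 9:19570063–19571665 in an intron of SLC24A2. Most TamR peaks scored low, and 1548 of 13167 reached a score of 60. Of those below 60, 6.75% were listed at T0, compared with 80.3% of those with a score of at least 100.

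**Figure D3:**
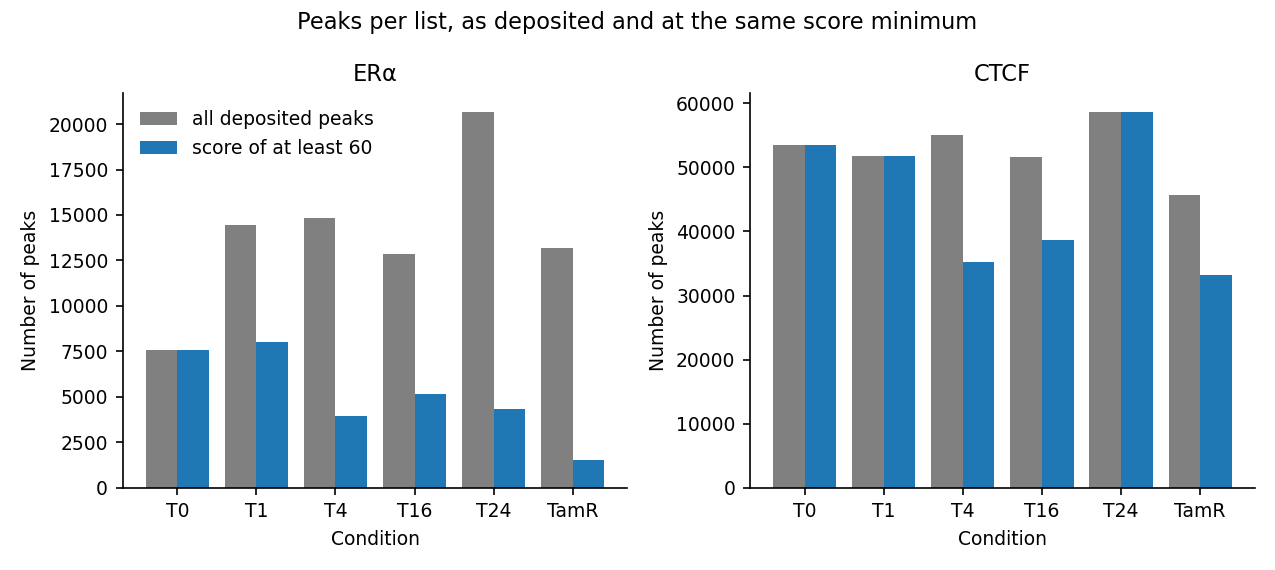
Number of ERα peaks (left) and CTCF peaks (right) per condition, as deposited (grey) and with a score of at least 60 in every list (blue). ERα peaks number 7553 at T0 on both counts, whereas the TamR list falls from 13167 to 1548 peaks and the T24 list from 20647 to 4312.

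ERα peaks lay mainly in A in MCF7 cells: 80.4% at T0, 74.5% at T1, 65.0% at T4, 74.97% at T16 and 65.3% at T24, above all 1000 shifted tracks. In TamR 29.0% (28.3 to 29.8) lay in A, below all shifted tracks. This depended on the score, since 77.7% (74.9 to 80.3) of TamR peaks with a score of at least 100 lay in A, compared with 23.8% of those below 60. Among A compartments, MDC and HDC held a peak less often than the other types in the MCF7 lists, by −7.49 percentage points at T0 (permutation p = 0.0117), −6.80 at T1 (permutation p = 0.0134), −8.59 at T4 (permutation p = 0.00235), −9.37 at T16 (permutation p = 0.00053) and −7.88 at T24 (permutation p = 0.00314). The difference in TamR was −0.13 (permutation p = 1), and whether it differs from MCF7 was not tested. Matching on length ended the call at T0 (permutation p = 0.0961) and T1 (permutation p = 0.108), a score of at least 100 ended it at T0, T1, T4 and T24, and the equal minimum ended it at T16 and T24. Peaks per Mb, averaged over compartments with equal weight whatever their length, kept it in all 5 MCF7 lists. The differences ran from −0.94 at T0 (permutation p = 0.00391) to −1.93 at T24 (permutation p = 0.00392). Pooled over all compartments of a group, the densities of MDC and HDC and of the other types lay closer. They were 4.08 against 4.59 peaks per Mb at T0, 6.86 against 7.16 at T16 and 9.32 against 10.5 at T24. The largest permutation p for peaks per Mb in the MCF7 lists was 0.0308, at T4.

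CTCF, which organises chromatin loops and boundaries, had 53433 listed peaks at T0, 51764 at T1, 55032 at T4, 51681 at T16, 58589 at T24 and 45651 in TamR. Of the T0 peaks 72.5% were listed in TamR, compared with 82.6% to 92.5% in the E2 lists. At equal list length the shares were 81.4% in TamR and 85.7% to 90.6% in the E2 lists. CTCF peaks were less frequent at the ends of LDC, MDC and HDC than at those of HCC, ETC and LTC in every list. At T0 the mean number within 10 Kb of the compartment ends was 0.741 against 0.996, and in TamR 0.606 against 0.837. The difference ranged from −0.282 at T24 to −0.223 at T1 (two-sided permutation tests over compartments, p = 1e-05 in each list, the smallest the permutations can give). Adjoining compartments share an end and its peaks, so their counts are linked, while the relabelling treats them as independent. The lists use the same ends and share most peaks, so they are not separate checks. Over all compartments the mean lay above all 1000 shifted positions at T0 (0.849, highest shift 0.809), T16, T24 and in TamR, and within the shifted range at T1 (0.775, highest shift 0.786) and T4 (0.807, highest shift 0.834). Shifted ends could fall inside masked bins, while real ends border valued bins. The shifts therefore cannot decide whether compartment ends hold more CTCF peaks than other valued positions.

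**Figure D4:**
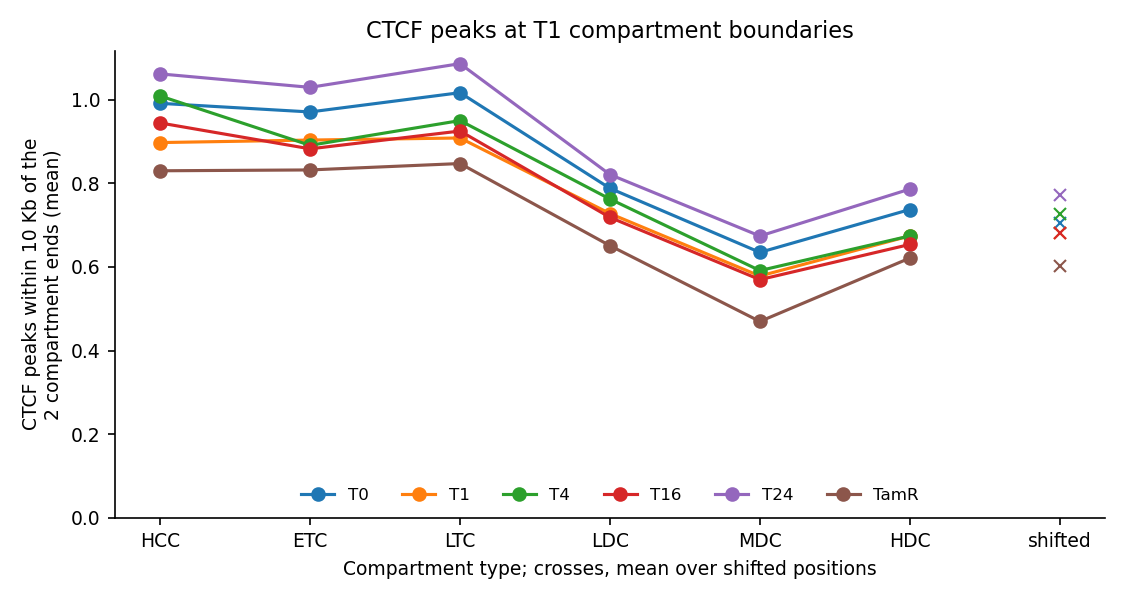
Mean number of CTCF peaks within 10 Kb of the ends of T1 compartments, by compartment type (horizontal axis) and peak list (colour), with crosses for the mean over 1000 shifted positions, masked bins included. MDC have the lowest mean in each list, from 0.470 in TamR to 0.674 at T24.

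The fourth question was which genes differ between MCF7L TamR and MCF7L parental cells. Since TamR cells were kept with tamoxifen in charcoal-stripped serum, effects of resistance, drug and medium cannot be told apart in these differences. In the authors' deposited table, a total of 10316 of 17472 tested loci were called, 5173 higher and 5143 lower in TamR, and 4424 changed at least 2-fold (2228 higher, 2196 lower). The study's own count of TamR-specific differentially expressed genes is smaller than either number, and its methods state no cutoff for that set. The largest rises among named genes in the authors' deposited table included LDHB, a subunit of lactate dehydrogenase (12:21788275–21810789, FPKM 0.642 to 422, log2 fold change 9.36), the transcription factor MAF (9.14) and the chemokine CXCL8 (9.12). FN1, the matrix protein fibronectin, rose from 2.69 to 636 FPKM (7.88) in the authors' deposited table. The largest falls in the authors' deposited table included the cytokine IL20 (−10.84), DSCAM (−10.67), BST2, a membrane protein that tethers viruses (−9.51), the helicase DDX60 (−9.34) and DSCAM-AS1, a long noncoding RNA (−8.84, FPKM 1091 to 2.38), of which the DSCAM pair shares 1 locus. Several of these rises and falls rest on an FPKM near 0 in one line. It was 0.0252 for MAF in parental cells, and 0.00788 for DSCAM and 0.0117 for DDX60 in TamR.

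Targets that E2 induces were mostly lower in TamR, whose medium held tamoxifen and charcoal-stripped serum. Of 32 measured members, 25 fell and 5 rose, and the median log2 fold change in the authors' deposited table was −0.82, below the range of random lists (−0.21 to 0.34). In the authors' deposited table the log2 fold change was −7.70 for CA12, a carbonic anhydrase, −7.52 for CXCL12, −7.15 for HSPB8, −5.65 for GREB1, an ERα cofactor, −4.92 for PDZK1 and −3.92 for PGR, the progesterone receptor. TFF1 fell less (−0.61, FPKM 3188 to 2086), and AREG, an EGFR ligand, and CCND1, cyclin D1, rose by 1.58 and 0.48 in the authors' deposited table. MYC (0.09) and IGF1R (−0.11) were not called in the authors' deposited table. Of 9 targets that E2 represses, 7 rose and 1 fell, with a median of 0.65 in the authors' deposited table, just above the random range (−0.57 to 0.61).

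Luminal identity genes went both ways. In the authors' deposited table, 8 of 13 fell and 4 rose (median −0.56, below the random range). There MUC1 was at −5.72, the transcription factor GATA3 at −5.40 (364 to 8.59 FPKM) and the prolactin receptor PRLR at −1.74 in the authors' deposited table, whereas the pioneer factor FOXA1 rose from 93.4 to 210 FPKM. ESR1, which encodes ERα, was 68.2 FPKM in parental cells and 46.2 in TamR (−0.56) in the authors' deposited table. Of 7 measured basal and mesenchymal genes 5 rose in the authors' deposited table (median 2.59), including ITGA5 (4.15) and ITGA6 (3.13), and S100A4 fell (−3.54). Without the filter on low FPKM the median of this list was 0.38, at percentile 88.3, within the random range. Receptor tyrosine kinases and ERBB ligands rose in 9 of 15 cases and fell in 5 (median 0.76), with EGFR at 5.08 and BTC at 4.27 but FGFR4 at −3.39 in the authors' deposited table.

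Interferon-stimulated genes showed the most uniform fall. Of 22 measured members 18 fell and 0 rose in the authors' deposited table, with a median of −5.41 against a random range of −0.41 to 0.46. With a pseudocount of 1 the median was −2.67. IFI27 went from 137 to 0.481 FPKM (−8.16), and OAS3 (−8.59) and IRF7 (−8.53), a transcription factor of the interferon response, fell as far in the authors' deposited table. Genes of the matrix and focal adhesion rose in 16 of 24 cases and fell in 4 (median 0.95), with LAMC2, a laminin chain, at 5.23 and MMP13, a collagenase, at −3.85 in the authors' deposited table. Wnt and Notch genes rose in 12 of 18 cases and fell in 2 (median 1.28), among them LEF1 (6.89), WNT5A (6.45), HEY1 (5.43) and JAG1 (4.62) in the authors' deposited table. LEF1 went from 0.0254 to 3.01 FPKM and WNT5A from 0.0193 to 1.69, so their fold changes rest on parental values near 0. With a pseudocount of 1 the median of the list was 0.97, still above the random range. The medians of drug and steroid metabolism (1.02, 7 of 10 higher), amino acid and unfolded protein stress (0.88, 9 of 14 higher) and hypoxia genes (0.83, 8 of 9 higher) were also above the random range, with AKR1C2 at 3.34, PHGDH at 2.13 and LOX at 7.31 in the authors' deposited table.

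Cell cycle genes fell in 22 of 36 cases and rose in 9 (median −0.39), with MKI67 at −1.65, E2F1 at −1.55 and CDK6 at 2.91 in the authors' deposited table. Genes of CTCF, cohesin and chromatin architecture fell in 10 of 20 cases and rose in 7 (median −0.35). CTCF itself was lower (−0.61), as were RAD21 (−0.51) and SMC1A (−1.18), both cohesin subunits, while SATB1 (7.66) and HMGA2 (5.45) rose in the authors' deposited table. Medians stayed within the random range for glycolysis (0.23, 10 of 21 higher), oxidative phosphorylation (−0.12, 9 of 21 lower), cholesterol biosynthesis (−0.04), ribosomal proteins (0.37, 15 of 23 higher), junctions (−0.01), ERα coregulators (−0.13) and markers of other cell types (−0.03) in the authors' deposited table. Of the last list 2 genes were measured, COL1A1 (1.21) and ACTA2 (−1.28) in the authors' deposited table, and without the filter on low FPKM its median was 0.50. Adjusted over the list alone, the counts were the same for 18 of the 20 lists, and 1 further ribosomal protein gene and 1 further drug metabolism gene were lower.

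**Figure D5:**
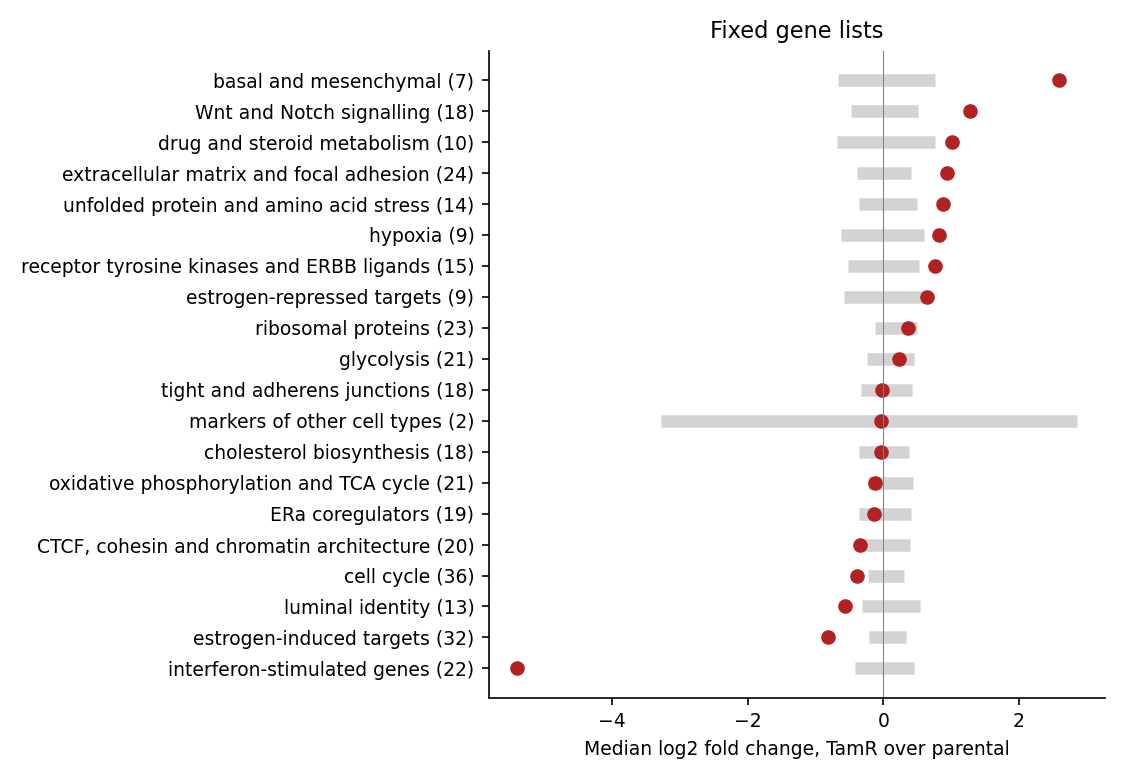
Median log2 fold change (horizontal axis, TamR over parental, from the authors' deposited table) of 20 gene lists, with the number of measured genes in brackets. Points are medians and grey bars the middle 95% of 10000 random lists matched on expression; 8 lists lie above their bar, 5 below and 7 within it.

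The last question was whether compartments and ERα sites that differ in TamR go with expression. Genes in bins that went from B to A in TamR were led by CXCL8 (9.12), GUCY1A3 (8.68), SLC18B1 (6.93), LIMCH1 (6.25) and PEG10 (5.99) in the authors' deposited table. Those in bins that went from A to B with the largest falls in the authors' deposited table were IFIH1 (−5.82), a sensor of viral RNA, UBE2L6 (−5.63), SYTL5 (−4.04), FAM83B (−3.85) and LDOC1 (−3.18). As sets, however, the 121 genes in B-to-A bins had a median of 0.15 (53 higher, 27 lower), at percentile 26.2 of lists matched on expression and compartment. The 97 genes in A-to-B bins had a median of 0.05 (35 higher, 33 lower), at percentile 84.2. Among 1000 shifts of the switched bins along the genome, the medians were at percentile 95.7 for B-to-A and 66.3 for A-to-B genes. Without the T24 map, 151 genes lay in A-to-B bins and their median of 0.14 was at percentile 98.8, toward higher expression, while 192 genes lay in B-to-A bins (99 higher, 37 lower) with a median of 0.36 at percentile 97.4. In runs of at least 3 switched bins the medians were −0.50 for 11 genes from A to B (percentile 5.59) and 1.03 for 8 genes from B to A (percentile 96.0), and with the whole locus in switched bins the A-to-B median was −0.05 (percentile 53.7) and the B-to-A median 0.03 (percentile 9.66).

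Genes with an ERα peak within 20 Kb in both MCF7 and TamR (2158 genes) had a median of −0.06, at percentile 0.37 of random lists, in the authors' deposited table. The medians were 0.05 for 388 genes with a peak in TamR alone, 0.01 for 5051 genes with a peak in MCF7 alone and 0.01 for 4571 genes with neither, all within the random range. At the equal score minimum the median in the authors' deposited table was −0.14 for genes with a peak in both, below all random lists, and 0.0145 for genes with neither, which then stood above the random range (percentile 99.6). It was −0.05 for TamR alone and −0.02 for MCF7 alone, both within the range.

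The chromatin state model had 10 states over 5 histone marks. State 10 combined H3K4me3 (emission probability 0.991), H3K27ac (0.959) and H3K4me1 (0.638), the marks of active promoters, and state 9 had H3K4me1 (0.792) with H3K27ac (0.453), the marks of active enhancers. State 4 had H3K9me3 (0.897) with H3K27me3 (0.821), and state 1 had H3K27me3 (0.391) alone, both repressive. In state 7 all 5 marks were above 0.8, and states 2 and 5 had no mark at 0.3. State 5 was the most persistent, with a self-transition probability of 0.994, and state 4 the least, at 0.367.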

Values the study reported

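The study reported 2067 compartments in untreated cells and 2039 after 1 h of E2, and 2103 in TamR cells. The share of Common compartments was 28% in 100 Kb bins, 55% in 250 Kb bins, 74% in 500 Kb bins and 78% in 1 Mb bins. At 100 Kb, 576 compartments were Common and 1463 were Transit. The study listed 7553 ERα peaks in untreated MCF7 cells and around 50,000 CTCF peaks per condition. From finer groups within the types, the study also described more ERα sites in the more dynamic A compartments. Those finer groups were not compared here, so the study's description was not tested. With MDC and HDC pooled, A compartments held an ERα peak less often than the other types in the MCF7 lists. That difference did not keep its call under every alternative.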

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

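The tests of a gradual move toward TamR, of the score threshold and of evenly spread background were chosen only after the result was seen, and so were the values at the equal score minimum. Many called loci had no gene symbol: 1252 loci called in the authors' deposited table carried none, and no gene comparison used them.

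The T24 map lay between the other MCF7 maps and TamR. As a weighted sum of the mean of T0 and T4 and of TamR, T24 took a TamR weight of 0.469 (jackknife SE 0.0121), compared with 0.078 for T1 and 0.036 for T16, and in 149 bins that changed by over 1 SD in TamR the median fraction of the change from the mean of T0, T1, T4 and T16 seen at T24 was 0.513. A gradual move with time in E2 is argued against, since the weight at T16 minus that at T1 was −0.0421 (SE 0.0115), although an abrupt change after 16 h stays open. TamR contacts mixed into the pooled T24 map at a fixed share remain a candidate explanation, because the weight ranged from 0.347 to 0.536 over chromosomes, and with the mean of T0, T1 and T4 in place of that of T0 and T4 its SD over chromosomes was 0.0527, which is 1.60 times that at T16 (0.0330). Whether the T24 cells took on a TamR state cannot be told apart from this with the CTCF lists, taken at a score of at least 60. Of peaks gained in TamR, 1.31% were listed at T16 and 20.7% at T24, an excess of 19.4 percentage points. T1 peaks absent from T0, T4 and TamR went from 13.9% to 62.5%, an excess of 48.6, so the T24 list held more peaks of both kinds. Relative to T16 the rise was larger for the peaks gained in TamR, so the comparison depends on the scale.

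More ERα peaks were listed after E2 and in TamR than at T0. The differing score threshold of the lists may account for this, since at the equal minimum the highest ratio to T0 was 1.06, at T1. The other ratios were 0.52 (T4), 0.69 (T16), 0.57 (T24) and 0.20 (TamR). Such low ratios leave it open whether scores are comparable between these libraries. The equal minimum therefore cannot decide how much of the difference in listed peaks the threshold explains. Among strong peaks (score of at least 100), a gain of ERα sites large enough for the listed ratio is argued against. Those at T1 lacked a T0 partner more often than the reverse by 8.60 percentage points (11.3% against 2.67%), which the lower threshold of the T1 list also favours, and a smaller gain stays open. Of T1 peaks scoring from 60 to 100, 44.1% were listed at T0, and of those below 60, 13.7%. A gain among these weaker peaks cannot be judged, since the T0 list stops at 60. Background spread evenly over the genome is argued against for the TamR peaks with a score below 60, since their share in A (23.8%) minus the mean of the shifted tracks was −24.8 percentage points, and the lowest of these tracks gave 40.4%. Background of another kind cannot be told apart from a different set of weak sites in TamR, because the share in A, 53.9 percentage points higher at a score of at least 100 than below 60, would differ with the score under both. Depth and enrichment of the libraries were not compared.

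Bins converted between T0 and the E2 maps are consistent with differences between maps unrelated to E2. Of bins in which 1 of the T0, T1, T4 and T16 maps differed in sign from the others, T0 held 363, T1 430, T4 322 and T16 298, so that T0 held 0.844 times the count of T1. Without the replicate maps, an effect of E2 on single bins stays open as untested.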

How the results depend on the processing

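The equal score minimum, switched bins without T24, bins of 1 sign in all 5 MCF7 maps and bridging in the tests between types were chosen only after the data were seen. Of the values under alternatives, 161 kept their side of the threshold or moved by less than their limit, 63 moved, 11 lost and 5 gained a call, and 0 changed sign with a call. The 161 include values that changed direction without a call on either side. Genes in B-to-A bins, for example, were at percentile 26.2 in the main setting and 97.4 without T24. All 36 alternatives of CTCF at boundaries kept the call, and 1 of the 40 for the gene lists changed its side of the random range. The alternatives of CTCF largely reuse the same compartment ends and peaks, so they are not separate checks. No paired analysis was possible because the expression table holds only a value per cell line, whose columns carry no replicate, and each map or peak list stands alone. Leaving out replicates was not possible for the same reason. The depth of maps and lists was not used and not equalised, which limits every count. Except where the construction shows it, the cause was not tested.

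Windows of 500 Kb, being fewer, gave 993 (T0), 939 (T1), 920 (T4), 932 (T16), 920 (T24) and 923 (TamR) compartments and 2.88% (T1), 2.48% (T4), 1.98% (T16), 4.50% (T24) and 7.57% (TamR) converted windows. Merging single-bin runs gave 1509 compartments in TamR. The share of T1 compartments common with T0 was 57.9%, 72.6% and 80.6% in windows of 250, 500 and 1000 Kb, 57.8% with ends within 100 Kb and 28.3% with masked bins bridged. With the 20% of bins nearest 0 left out, converted bins were 0.0236% (T1), 0.0141% (T4), 0.0187% (T16), 0.0143% (T24) and 0.342% (TamR). Ends within 100 Kb gave 875 HCC, 83 MDC and 217 HDC, since more compartments count as the same. The variance of MDC and HDC was the larger in 51.6% of pairs without T1 (permutation p = 0.234), and the difference in TamR alteration was 0.751 percentage points in bins of 1 sign in all MCF7 maps (permutation p = 0.69).

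A score of at least 100 left 5725 (T1), 2670 (T4), 3463 (T16), 2841 (T24) and 951 (TamR) ERα peaks and 26492 (T4), 30020 (T16) and 26992 (TamR) CTCF peaks. The equal minimum left 8021 (T1), 3951 (T4), 5184 (T16), 4312 (T24) and 1548 (TamR) ERα peaks and 35260 (T4) CTCF peaks.

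Of T0 ERα peaks, 89.4% were in T1 at a reciprocal overlap of 50%, 82.8% at a score of at least 100, 78.7% at equal list length and 80.6% at the equal minimum. In the same order, T1 peaks in T0 were 46.8%, 77.7%, 78.8% and 76.0%, TamR peaks in T0 were 12.8%, 74.8%, 21.8% and 67.6%, and T0 peaks in TamR were 22.4%, 13.3%, 21.9% and 13.95%. At a score of at least 100 the share in A was 82.1% (T1), 83.5% (T4), 82.4% (T16), 81.5% (T24) and 77.7% (TamR), and with T0 compartments it was 73.2% (T1) and 66.7% (T24).

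For ERα by compartment type, matching on length left the differences of −7.49 (T0, permutation p = 0.0961) and −6.80 (T1, permutation p = 0.108) short of the threshold. So did a score of at least 100, with −5.27 (T0), −5.57 (T1), −4.43 (T4) and −2.47 (T24), and the equal minimum, with −5.11 (T16) and −4.70 (T24) percentage points, at permutation p between 0.0701 and 0.424.

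A change of at least 2-fold left 4424 called loci in the authors' deposited table. The basal and mesenchymal median was 0.38 (percentile 88.3) without the filter on low FPKM. Without T24, genes in A-to-B bins had a median of 0.14 (percentile 98.8) and genes in B-to-A bins a median of 0.36 (percentile 97.4, against 26.2 with T24). Within 50 Kb of ERα peaks the medians were 0.0301 for genes near MCF7 peaks alone (percentile 99.8) and 0.0326 for those near neither (percentile 98.6), and the latter was 0.0137 at a score of at least 100 (percentile 99.9) and 0.0145 at the equal minimum (percentile 99.6).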

Other observations

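The genes in the first paragraph were picked from the named genes after their values were seen, and no test was run on them. MMP13 (11:102813721–102826463) lay in a B bin at T0 and in an A bin at T24 and in TamR, and its log2 fold change in the authors' deposited table was −3.85, toward lower expression. BTC, an EGFR ligand, and MSMO1, a sterol enzyme, were also in B at T0 and in A at T24 and in TamR, and rose by 4.27 and 0.75 in the authors' deposited table. HMGA2 and LEF1 were in B at T0 and T24 and in A in TamR, with rises of 5.45 and 6.89 in the authors' deposited table. EGFR, SATB1, LOX and MAF rose by 5.08, 7.66, 7.31 and 9.14 in the authors' deposited table while their bins were in B at T0, T24 and in TamR.

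With masked bins bridged, the maps held 2067 compartments at T0, 2039 at T1 and 2103 in TamR, and 28.3% of T1 compartments were common with T0.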
